# Identification of candidate long non-coding RNAs and mRNAs associated with heart aging in mice

**DOI:** 10.7717/peerj.20433

**Published:** 2025-12-02

**Authors:** Zheng Kuai, Zheng Li, Jianguo Jia, Yongle Chen, Xiaoyi Zhang, Jianhui Zhang, Yangli Ye, Lihong Gao, Ling Li, Yu Hu

**Keywords:** Naturally aging mice, Cardiac aging phenotype, Microarray, Non-coding RNAs

## Abstract

**Background:**

Understanding the molecular mechanisms underlying cardiac aging may uncover novel therapeutic targets for age-related cardiovascular disease. Long non-coding RNAs (lncRNA), which regulate cell differentiation and disease progression, are emerging as promising diagnostic biomarkers and therapeutic candidates. However, their expression profiles and functional roles in the aging heart remain poorly characterized.

**Methods:**

Male C57BL/6 wild type mice aged 20 months (aged group) and 3 months (young group) underwent transthoracic echocardiography to evaluate cardiac function. Myocardial aging phenotypes were assessed using hematoxylin-eosin, Masson’s trichrome, terminal deoxynucleotide transferase dUTP nick end labeling (TUNEL), and senescence-associated *β*-galactosidase staining. Transcriptomic profiling was performed using a lncRNA-focused microarray platform to identify differentially expressed lncRNAs and mRNAs in heart tissues.

**Results:**

Aged mice showed increased heart weight/body weight and heart weight/tibia length ratios. Both interventricular septum in systole and left ventricular posterior wall in diastole were elevated, while ejection fraction and fractional shortening remained unchanged. The Tei index was significantly higher, suggesting impaired myocardial performance. Histological staining revealed enlarged cardiomyocytes, increased myocardial fibrosis, enhanced apoptosis, and greater senescence-associated *β*-galactosidase activity. Microarray analysis identified distinct age-related expression patterns of lncRNAs and mRNAs in the heart.

**Conclusions:**

Cardiac aging is characterized by structural and functional remodeling, accompanied by transcriptional reprogramming involving both lncRNAs and mRNAs. These changes offer insights into potential molecular mechanisms and provide candidate regulatory targets for diagnosis and intervention in age-related heart disease.

## Introduction

With the rapid growth of the global elderly population, cardiac aging has emerged as one of the greatest healthcare challenges worldwide. Cardiac aging is characterized by progressive structural and functional changes that predispose individuals to cardiovascular diseases, the leading cause of death among older adults. Notably, intrinsic cardiac aging occurs even without systemic cardiovascular risk factors such as smoking, dyslipidemia, hypertension, or diabetes, underscoring the importance of understanding its molecular basis.

Traditionally, aging has been viewed as an inescapable, time-dependent decline in physiological function—an irreversible process tied to chronological age (Aviv, 2002). However, growing evidence reveals substantial variation in the pace of aging across species, individuals, and even organs within the same organism (Campisi et al., 2019). This emerging distinction between biological and chronological aging suggests that aging may be modifiable and potentially subject to intervention.

Epigenetic dysregulation has been recognized as a central hallmark of biological aging (López-Otín et al., 2023). Among the epigenetic modulators, non-coding RNAs (ncRNAs), particularly long non-coding RNAs (lncRNAs), play critical roles in regulating gene expression and maintaining transcriptomic stability. Recent studies have highlighted the regulatory roles of ncRNAs, including microRNAs (miRNAs) and lncRNAs, in cardiovascular aging (Poller et al., 2018; Boon et al., 2016). For instance, miR-34a, miR-29, and miR-199 promote cardiac aging through mechanisms involving apoptosis, fibrosis, and impaired tissue regeneration (Boon et al., 2013; Lyu et al., 2018; Eulalio et al., 2012). Similarly, lncRNAs such as H19 and MALAT1 have been implicated in cardiomyocyte senescence, myocardial remodeling, and functional decline *via* transcriptional regulation, chromatin modulation, and miRNA interaction (Zhang et al., 2019; Zhu et al., 2019).

Animal models, especially mice, are widely used in aging research due to their genetic manipulability, short lifespan, and well-conserved cardiac structure and function relative to humans (Hasty & Vijg, 2004). Extensive studies in aged mouse models have revealed conserved phenotypes of cardiac aging, including increased myocardial stiffness, impaired diastolic relaxation, cardiomyocyte hypertrophy, interstitial fibrosis, mitochondrial dysfunction, and transcriptional reprogramming (Chiao & Rabinovitch, 2015). However, previous transcriptomic studies have focused on isolated protein-coding genes or selected ncRNAs. Consequently, the comprehensive transcriptomic landscape and the potential regulatory interactions between lncRNAs and mRNAs in cardiac aging remain poorly defined.

Given these gaps, the present study aimed to systematically characterize both phenotypic and transcriptomic changes in naturally aging mouse hearts. Specifically, we evaluated cardiac function *via* echocardiography, conducted histological analyses, and employed microarray to simultaneously identify differentially expressed lncRNAs and mRNAs. This integrated approach provides novel insight into age-associated cardiac remodeling at both functional and molecular levels.

Although lncRNAs and mRNAs were derived from the same microarray dataset, they were analyzed separately due to fundamental differences in their biological roles, regulatory mechanisms, and annotation processes. Whereas mRNAs encode proteins directly mediating cellular functions, lncRNAs primarily regulate gene expression through mechanisms involving chromatin remodeling, transcriptional interference, and post-transcriptional modulation (Zhao et al., 2025; Abbas & Gaye, 2025). Conducting separate analyses enabled a more targeted interpretation of expression patterns and facilitated the preliminary construction of potential regulatory relationships between lncRNAs and mRNAs implicated in cardiac aging.

## Methods

### Animal model and grouping

C57BL/6 wild-type male mice were used in this study. Young mice aged 10 weeks were obtained from Shanghai Jiesijie Laboratory Animal Co., while elderly mice (approximately 18 months old) were sourced from Jiangsu Lingfei Biotechnology Co. The latter were raised to 20 months of age at our facility to establish a natural aging model. Animals were grouped based on age into:

• 3m group:3-month-old male mice (*n* = 5)
• 20m group:20-month-old male mice (*n* = 5).

This sample size has been widely used in similar exploratory studies comparing age-related differences in cardiac molecular expression and is considered sufficient to identify significant differential expression of target genes, while adhering to ethical guidelines minimizing animal usage (Keele et al., 2023). Although no formal power calculation was performed prior to the study due to its exploratory nature, the chosen number aligns with standard practices in molecular and transcriptomic profiling studies, allowing adequate statistical power for detecting biologically meaningful differences between age groups.

Mice were housed individually in specific pathogen-free (SPF) conditions at the Laboratory Animal Center of Zhongshan Hospital, Fudan University. The environment was maintained at 23 ± 1 °C with 50% ± 10% humidity and a 12-hour light/dark cycle. Mice had ad libitum access to sterile water and standard rodent chow (Shanghai SLAC Laboratory Animal Co., Ltd.) with environmental enrichment provided. The study was approved by the Animal Ethics Committee of Zhongshan Hospital, Fudan University (Approval No. 2021-20). Single housing was used for all animals.

Mice were included if they appeared healthy, with no signs of illness or weight loss. No animals or data points were excluded. Due to the distinct physical characteristics of age groups, full randomization and blinding were not feasible for animal handling, but all outcome assessors for molecular analyses were blinded to group identity.

Echocardiographic assessments were conducted 24–48 h prior to euthanasia to allow sufficient recovery from isoflurane anesthesia while minimizing physiological variability. All mice were euthanized by cervical dislocation without prior anesthesia to avoid anesthetic-induced transcriptomic alterations. Cardiac tissue was immediately harvested and snap-frozen in liquid nitrogen for microarray and downstream analysis.

### Echocardiography

Mice were anesthetized with 1% isoflurane (R510-22, RWD Life Science) and examined using a Vevo 2100 High-Resolution Imaging System (FUJIFILM Visual Sonics, Toronto, Canada) equipped with an 707B 30 MHz probe (Moreno-Fernandez et al., 2021). Parasternal long- and short-axis views were acquired. Parameters including heart rate (HR), interventricular septum in systole and diastole (IVSs, IVSd), left ventricular internal dimension in systole and diastole (LVIDs, LVIDd), left ventricular posterior wall in systole and diastole (LVPWs, LVPWd), rejection fraction (LVEF%) and fractional shortening (FS%) were measured using Vevo LAB software (Version 3.2.6).

Cardiac diastolic function was assessed by the myocardial performance index (MPI or Tei index) (Lakoumentas et al., 2005). Calculated as of Tei index = (isovolumic relaxation time (IVRT) + isovolumetric contraction time (IVCT))/ejection time (ET).

### Histological staining

Tissue sampling for histological analyses occurred immediately following euthanasia, at a single time point for each animal.

For hematoxylin-eosin (HE) staining, cardiac tissues were fixed with 10% paraformaldehyde (PFA; Sigma-Aldrich, Cat# P6148) and embedded in paraffin. A 4 µm was stained with hematoxylin for 2 min, washed, and then counterstained with eosin. For Masson staining, tissues were sequentially treated with Masson trichrome kit reagents (Solarbio, Cat# G1340), including phosphotungstic acid, bright green, and acetic acid washes. Slides were dehydrated, cleared, mounted, and visualized under a light microscope.

### Apoptosis detection

Apoptosis was performed using a terminal deoxynucleotide transferase dUTP nick end labeling (TUNEL) assay kit (Roche, Cat# 11684795910). Cardiac sections were permeabilized, incubated with TUNEL reaction mixture, and developed with 3,3’-Diaminobenzidine (DAB) substrate. Positive apoptotic nuclei were visualized using light microscopy.

### Senescence-associated *β*-galactosidase staining

Tissues were fixed with 10% PFA and embedded in OCT compound. Frozen sections (10 µm) were cut, air-dried, and treated for *β*-galactosidase staining. After antigen retrieval and blocking, sections were incubated with anti-*β*-galactosidase (Abcam, cat#ab9361, 1:500) overnight at 4 °C, followed analyzed by Image J software (v1.53k,National Institutes of Health, Bethesda, MD, USA).

### Microarray and transcriptome analysis

Myocardial tissue samples were collected from 3-month-old and 20-month-old mice. Each animal was sampled at a single time point. Total RNA was extracted using TRIzol reagent (Invitrogen, USA), and its quantity and purity was assessed using NanoDrop One spectrophotometry (Thermo Fisher Scientific, USA). RNA integrity was confirmed by denaturing agarose gel electrophoresis.

Gene expression profiling was performed using the Agilent-085983 Arraystar Mouse LncRNA Microarray V4.0 platform (GPL26962), which enables simultaneous detection of both long non-coding RNAs (lncRNAs) and protein-coding mRNAs. Sample labeling, hybridization, washing, and scanning were conducted by Aksomics Bio (Shanghai, China), following the manufacturer’s standard protocol.

Briefly, total RNA was treated to remove ribosomal RNA and amplified into fluorescently labeled complementary RNA (cRNA) using the Arraystar Flash RNA Labeling Kit. The labeled cRNAs were hybridized to the microarray slides and scanned with the Agilent G2505C Scanner. Raw signal intensities were extracted using Agilent Feature Extraction Software (version 10.7.3.1).

Downstream data processing and statistical analyses were performed using R version 3.6.0 and Bioconductor release 3.10. Raw data were background-corrected and quantile-normalized. Probes flagged as “Present” or “Marginal” in at least 50% of samples were retained for further analysis. Differentially expressed genes (DEGs), including both lncRNAs and mRNAs, were identified using the limma package (version 3.42.2), applying linear models and empirical Bayes moderation. Genes with an adjusted *p*-value (false discovery rate, FDR) <0.05 and —log2 fold change— ≥ 1 were considered statistically significant.

Functional enrichment analyses, including Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, were conducted using the clusterProfiler package (version 3.14.3). All annotated genes from the platform were used as the background gene set.

No technical replicates were included. Five biological replicates per group were used to ensure statistical robustness and account for biological variability.

The microarray data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE256034.

### Protein–protein interaction network and functional annotation

To investigate potential functional relationships and molecular interactions among the most DEGs mRNA associated with cardiac aging, we selected the top 100 DEGs based on adjusted *p*-value and log2 fold-change. Protein–protein interaction (PPI) network analysis was performed using the STRING database (version 12.0; https://string-db.org) with the organism set to Mus musculus and a medium confidence score threshold of 0.4.

The network statistics, including average node degree and enrichment *p*-values, were extracted directly from the STRING output. Unconnected nodes and sparse interactions were retained to reflect the full distribution of DEGs.

In addition, we selected the top 20 DEGs for individual functional annotation. Gene symbols were queried using the GeneCards, UniProt, and PubMed databases to obtain descriptions of biological roles, especially in pathways related to immune response, mitochondrial function, cellular transport, or transcriptional regulation.

### Statistics

As an exploratory observational study, formal sample size calculation based on a primary outcome measure was not performed. The chosen sample size was determined based on previously published literature and preliminary experimental experience, ensuring sufficient sensitivity for identifying biologically meaningful differences in molecular profiles and phenotypic characteristics between age groups.

Data are expressed as mean ± standard error or standard deviation. For comparisons of continuous variables between groups, the student’s *t*-test was used for Gaussian data and the Mann–Whitney test for non-Gaussian data.

For microarray transcriptomic analyses, differentially expressed genes were identified using appropriate statistical tests with multiple hypothesis testing correction. Adjusted *p*-values were calculated using the Benjamini–Hochberg false discovery rate (FDR) method, and genes with FDR <0.05 and —log2 fold change— ≥ 1 were considered statistically significant.

Statistical analyses were performed using SPSS 26.0 (SPSS Inc., Chicago, Illinois, U.S.A.) and GraphPad Prism 9.20 software (GraphPad Software, Inc., La Jolla, CA, U.S.A.) and transcriptomic analyses were conducted using R (version 3.6.0) with standard bioinformatics packages. *P*-values <0.05 were considered significant.

## Results

### Cardiac phenotype in aged mice

We first characterized the cardiac phenotype in a natural aging mouse model. Compared to young (3-month-old), aged mice (20-month-old) exhibited increased heart size (Fig. 1A), as demonstrated by higher heart weight/body weight ratio (HW/BW) (Fig. 1B) and heart weight/tibial length ratio (HW/TL) (Fig. 1C).

**Figure 1:**
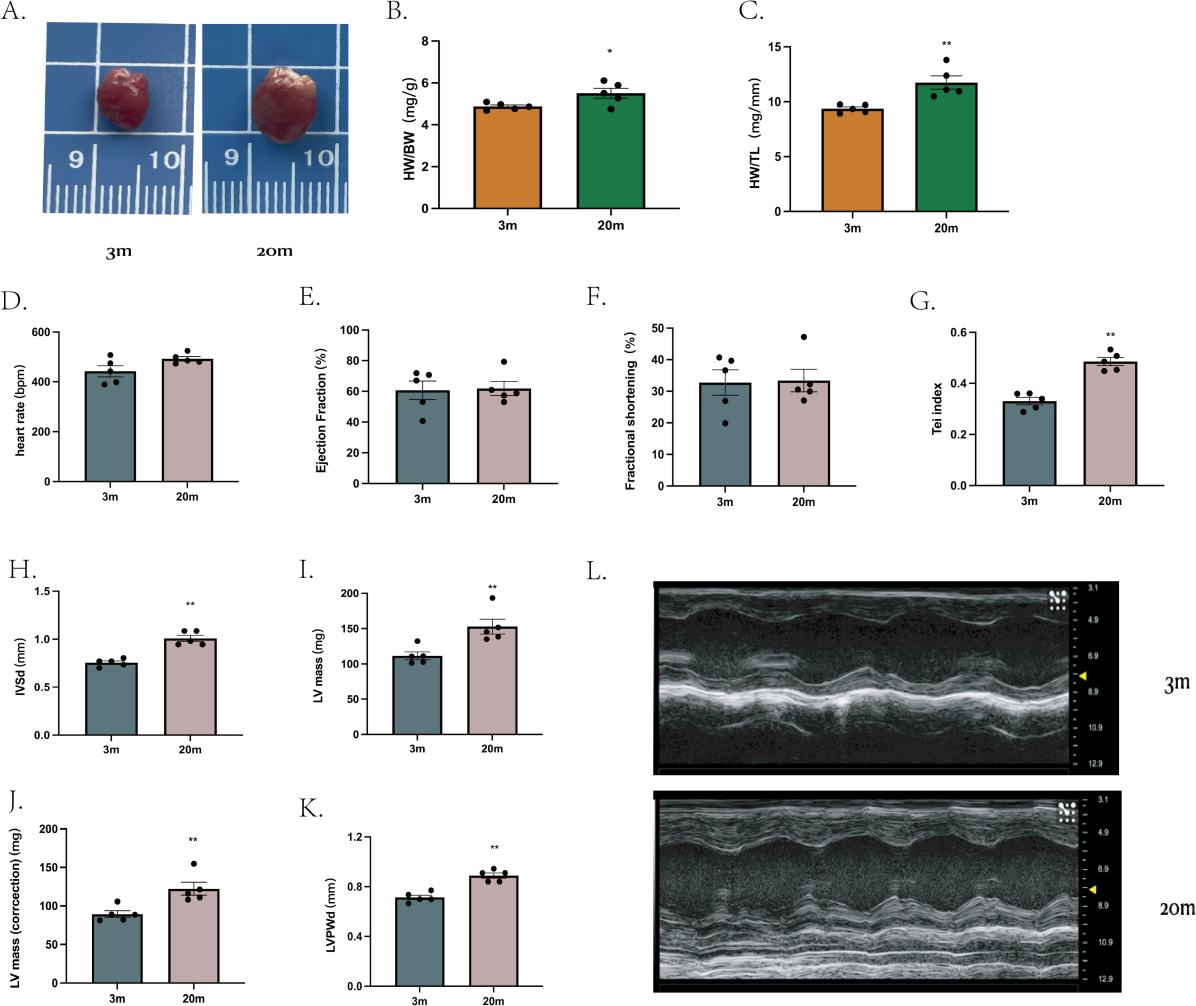
Cardiac phenotype in aged mice. (A) Representative diagram of a mouse heart (left: 3 m, right:20 m). (B) Heart weight/body weight ratio (HW/BW) of mouse hearts. (C) Heart weight/tibia length ratio (HW/TL) of mouse hearts. (D–K) Cardiac ultrasound measurements of mouse hearts. (L) Representative diagrams of cardiac ultrasound of mouse hearts (top: 3 m, bottom: 20 m). Each dot represents an individual animal (*n* = 5 per group). Statistical significance was determined using an unpaired two-tailed Student’s *t*-test. All data are presented as mean ± standard error (SE). *P < 0.05, **P < 0.01. *p*-values are unadjusted.

Cardiac ultrasound examination was then performed on mice from both age groups. At comparable heart rates (Fig. 1D), aged mice showed no significantly differences in ejection fraction (EF) (Fig. 1E) or FS (Fig. 1F) compared to young mice. However, the Tei index, an indicator of global myocardial performance, was significantly elevated in the aged group (*P* < 0.01, Fig. 1G), indicating impaired myocardial function. Specific echocardiographic measurements revealed that, the IVSd (Fig. 1H) and LVPWd (Fig. 1K) were increased in aged mice. Further both left ventricle mass (Fig. 1L) and corrected heart mass (Fig. 1J) were significantly greater in the 20-month-old group. Other echocardiographic parameters showed no significant difference between groups (extended Fig. 1).

### Histologic alterations in the heart of aged mice

Histological examination was performed on left ventricles sections from both 3-month-old and 20-month-old mice. HE staining revealed that the myocardium of young mice exhibited neatly arranged myocardial fibers, uniformly distributed nuclei, and intact cellular morphology (Fig. 2A). In contrast, myocardium from aged mice showed disrupted alignment of myocardial fibers, enlarged cardiomyocyte volume, and irregular cellular arrangement, indicating significant structural remodeling (Fig. 2B).

**Figure 2:**
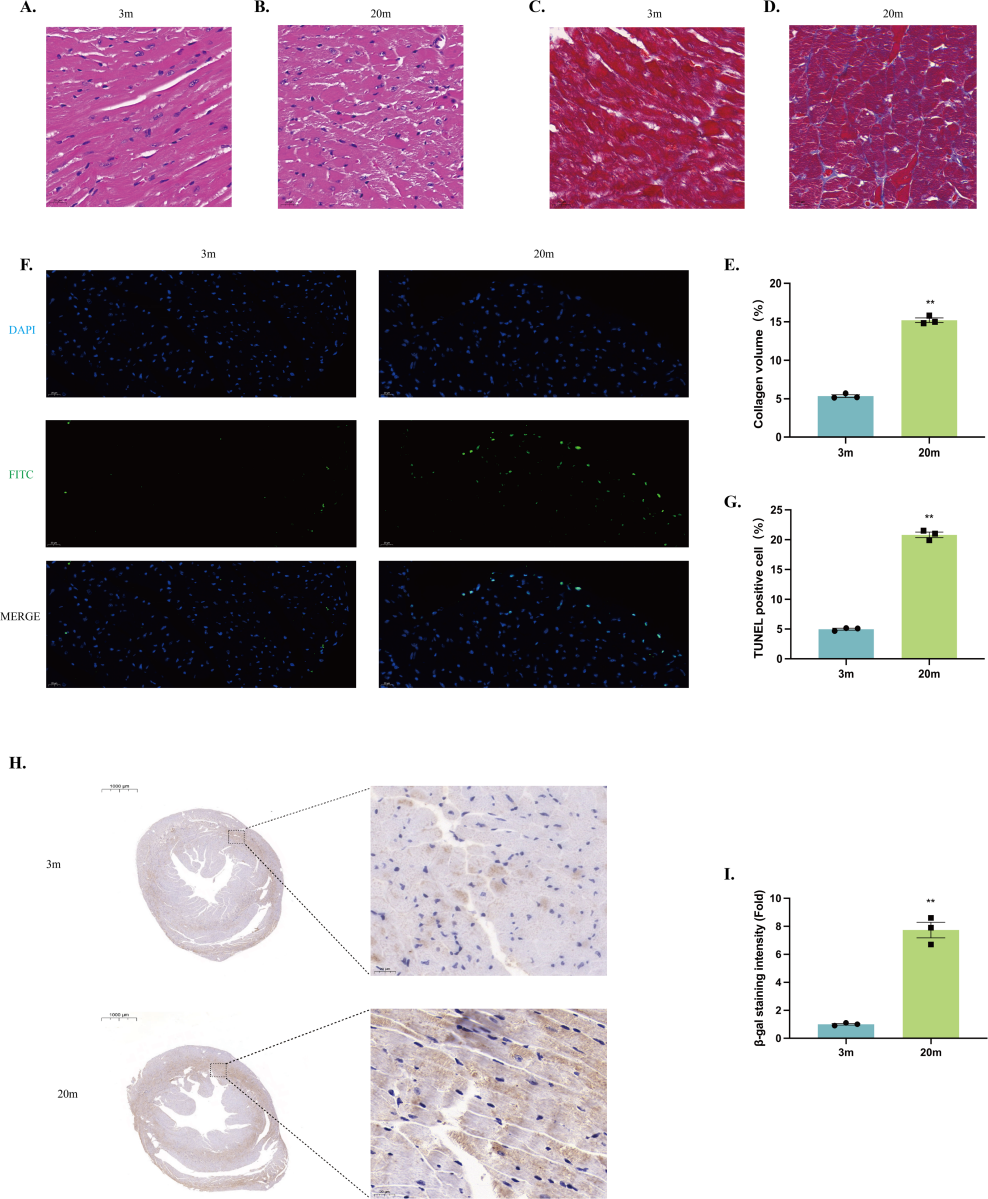
Histologic alterations in the heart of aged mice. (A–B) HE staining of cardiac tissue structures. Representative histopathologic analysis of left ventricular heart sections stained with HE. Hematoxylin stains basophilic structures to a blue-purple color, and eosin stains acidophilic structures to a bright pink color. (A) 3-month-old mouse heart sections. (B) 20-month-old mouse heart sections (scale bar = 20 µm). (C–D) Masson staining of cardiac tissue structures. Representative histopathologic analysis of left ventricular heart sections stained with Masson. Myocardial tissue was stained pinkish-purple, and collagen fibers were stained blue. (C) Heart sections of 3-month-old mice. (D) 20-month-old mouse heart sections (scale bar = 20 µm). (E) Collagen volume occupancy plot (*N* = 3). (F) TUNEL staining of cardiac tissue structures. Representative micrographs of TUNEL-stained cells of myocardial tissue (FITC), corresponding total cell micrographs (DAPI), and their merged micrographs (Merge). TUNEL staining of representative apoptotic cells in green; nuclei stained by DAPI in blue (scale bar = 20 µm). (G) Percentage of TUNEL-positive cells (*N* = 3). (H–I) *β*-galactosidase staining of cardiac tissue structures. (H) Representative photographs of *β*-galactosidase staining of myocardial tissues from 3-month-old mice. (I) Representative photographs of *β*-galactosidase staining of myocardial tissues from 20-month-old mice (left: scale bar = 1,000 µm; right: scale bar = 20 µm). *β*-galactosidase positively stained cells were stained brown. (J) *β*-galactosidase staining density ratio (*N* = 3). Each dot represents an individual animal (*n* = 3 per group). Statistical significance was determined using an unpaired two-tailed Student’s *t*-test. All data are presented as mean ± SE. **P < 0.01 *vs* 3m. *p*-values are unadjusted.

Masson’s trichrome staining demonstrated increased collagen deposition within the myocardial tissue of 20-month-old mice compared to young controls, reflecting enhanced myocardial fibrosis during aging (Figs. 2C–2E). Additionally, TUNEL staining identified significantly increased cardiomyocyte apoptosis in the hearts of aged mice relative to young mice (Figs. 2F–2G). Furthermore, aged mice exhibited significantly senescence-associated *β*-galactosidase activity, indicating enhanced cellular senescence within the aged myocardium (Figs. 2H–2J).

### Identification of candidate lncRNAs and mRNAs associated with cardiac aging

To systematically identify transcriptomic changes associated with cardia aging, we performed microarray-based transcriptome profiling of cardiac tissues from 3-month-old (young) and 20-month-old (aged) C57BL/6 mice. 

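Hearts of 5 male mice aged 3 months (the 3m group) and 5 aged 20 months (the 20m group) were profiled on 10 one-colour arrays, 1 mouse per array. The methods state that young and aged mice came from different suppliers, so supplier and age cannot be told apart in these data. The array held 62976 spots, and the authors' table of processed values covered 60641 probes, 38282 for lncRNAs and 22359 for mRNAs, each spotted once. For every array the authors deposited the scanner output, in which Agilent's Feature Extraction software gives a background-subtracted intensity per spot without normalization between arrays. Following the methods, these intensities were quantile-normalized over the 60641 probes. They were then set to a floor of 5, which the methods do not name, and expressed as log2 values. Between 0 and 14 spots per array that the software marked as outliers were left out. A probe was taken as detected when the software marked it well above background on at least 5 of the 10 arrays, in place of the Present and Marginal calls of the methods. Detected probes were compared between age groups with limma, and p-values were adjusted by the Benjamini-Hochberg method within lncRNA probes and within mRNA probes.

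The 75th percentile of the intensity ranged from 129 to 209 (median 176) in the 3m group and from 109 to 144 (median 126) in the 20m group, and no spot was saturated. The share of probes well above background was 67.5% ± 4.53 (SD, n = 5 arrays) in young hearts and 65.9% ± 1.33 (SD, n = 5) in aged hearts, a difference of -1.61 percentage points that lay within the spread between arrays (exact permutation test, two-sided, p = 0.492). Replicates 1 and 2 of the 3m group were on 1 slide, and the remaining 3 young and all 5 aged hearts were on another. The array also carries control probes for both ends of housekeeping transcripts, named with 3 and 5. The log2 ratio of the 3-end to the 5-end signal of mouse GAPDH was 1.98 ± 0.25 (SD, n = 5) in young hearts and 2.60 ± 0.30 (SD, n = 5) in aged hearts, and that of mouse PGK1 was 8.29 ± 0.26 and 9.13 ± 0.13. For both controls every aged heart lay above every young heart (exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 5 arrays allow, and 0.0198 after Benjamini-Hochberg adjustment over the 5 control pairs with both ends above background). Pearson correlations of log2 values were 0.963 to 0.993 between arrays of the same age group and 0.910 to 0.972 between arrays of different age groups, across probes. With 5 arrays per group, the number of arrays limits the precision of every value.

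**Figure D1:**
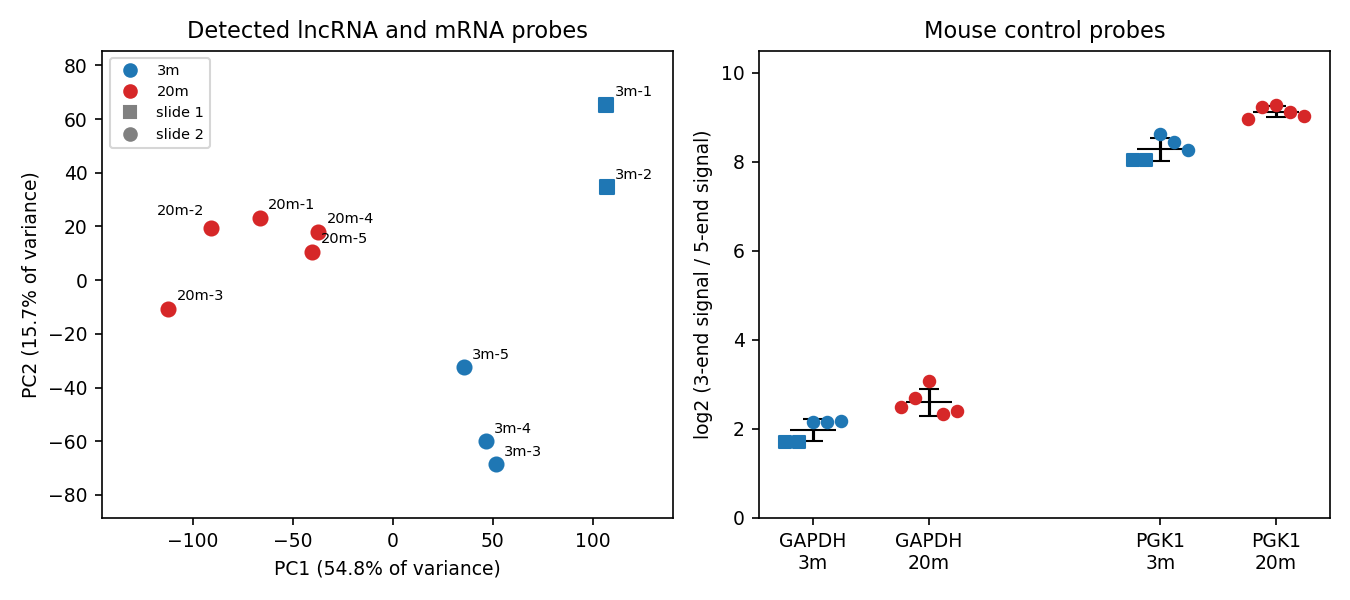
Left, scores of the 10 arrays on the first and second principal component (PC1 and PC2) of the log2 values of detected probes, with color for the age group and marker shape for the slide. On PC1 (54.8% of the variance) every young heart lies at 35.5 or above and every aged heart at -37.3 or below, and on PC2 (15.7%) the young hearts lie apart by slide. Right, log2 ratio of 3-end to 5-end signal of the mouse GAPDH and PGK1 control probes per array, with the mean and SD of each age group (n = 5).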

A total of 67,236 lncRNA probes and 16,720 mRNA probes were detected. 

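On at least 5 of the 10 arrays, 24522 of the 38282 lncRNA probes and 16720 of the 22359 mRNA probes were well above background. When the less strict mark of the software was used, a signal positive and significant against the local background, 31687 lncRNA probes and 19916 mRNA probes were detected. With each array left out in turn, the numbers ranged from 23797 to 24315 lncRNA probes and from 16340 to 16637 mRNA probes. The comparisons between age groups covered the 41242 probes well above background on at least 5 arrays.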

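At the limits for the adjusted p-value and the fold change given in the methods, limma called 1274 lncRNA probes (5.2%) higher and 1556 (6.35%) lower in aged hearts than in young hearts. All 5 aged hearts lay outside the range of the 5 young hearts at 980 of the higher (76.9%) and 1325 of the lower probes (85.2%). Among all lncRNA probes tested this was so for 22.0%, against 0.794% by chance. The median size of the log2 fold change was 1.26 for higher and 1.33 for lower probes. Of the called probes, 880 higher and 971 lower were well above background on all 10 arrays, whereas 32 and 176 were not well above background on any array of one of the age groups and have only a bound there. Of the alternatives set before the data were examined, dropping the fold limit moved the numbers most, to 4040 and 3677. Normexp correction of median intensities with an offset of 50, chosen after seeing the data, left 381 and 363. With this offset the drop cannot be assigned to the background correction alone. With the slide as a block, 1091 probes were higher and 1246 lower, and 1831 of the 2830 called without the block were called with it. With the GAPDH control ratio of each array as a covariate, an alternative chosen after seeing the data, 896 were higher and 846 lower, of which 912 were also called without the covariate.

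The largest increase whose age groups did not overlap was at the lncRNA GU332589, from 11.96 ± 0.49 (SD, n = 5) to 16.20 ± 0.20 (SD, n = 5) on the log2 scale, a log2 fold change of 4.25 (standard error 0.22, adjusted p = 2.02e-07 from limma). Extended Table S1 places it on the minus strand of the mitochondrial chromosome from 1094 to 2681. The coordinates of the supplementary tables were taken as GRCm38, because all 700 listed genes found in the reference table of GRCm38.p6 overlapped their span there. In that assembly the ribosomal RNA gene mt-Rnr2 lies from 1094 to 2675. This overlap is by position only, as the strands were not compared, so the probe is not shown to measure mt-Rnr2 itself. The next largest increases without overlap were 4.02 at Gm35548, 3.25 at 1700041M19Rik, 3.23 at AK156111 and 3.18 at Gm26870. Of the arrays of young hearts, Gm35548 was well above background on 4 and 1700041M19Rik on 1. The probe of AK156111 begins with CTCCC, and 11 of the 29 upregulated and none of the 70 downregulated probes of Extended Table S1 begin with CTCCC or TCTCCC. By fitted log2 fold change, which for probes below background in an age group includes signal at the floor, the largest decrease was at the lncRNA listed under Stk38 on chromosome 17 from 28975849 to 28991383, which overlaps exons of that gene in sense. It fell from 12.45 ± 0.26 (SD, n = 5) to 5.58 ± 0.24 (SD, n = 5), a log2 fold change of -6.87 (standard error 0.18, adjusted p = 2.23e-10 from limma). The lncRNA listed under Dpp10 was not well above background on any array of aged hearts and was at least 38.5-fold lower there, so its place among these lncRNAs is not known. This bound sets the mean of young hearts against the lowest signal well above background on each aged array, or the probe's own signal where higher. The lncRNAs Gm40841, Gm15082 and Tcf3 had log2 fold changes from -5.56 to -5.49. The probes of these 3 lncRNAs hold the sequence CCCTGCCC, and that of Stk38 holds CCTGCC.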

Differential expression analysis revealed 1,293 upregulated and 1,551 downregulated lncRNAs in aged hearts compared to young controls, as visualized by the volcano plot (Fig. 3A). Similarly, 663 mRNAs were upregulated and 1,597 were downregulated in aged hearts compared to young hearts (Fig. 3B). 

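Among mRNA probes, limma called 669 (4.0%) higher and 1613 (9.65%) lower in aged hearts, so that 70.7% of the called probes were lower. The age groups did not overlap at 503 of the higher (75.2%) and 1398 of the lower probes (86.7%), and at 24.4% of all mRNA probes tested, where chance gives 0.794%. The median size of the log2 fold change was 1.27 for higher and 1.31 for lower probes. Well above background on all 10 arrays were 486 of the higher and 1166 of the lower probes, and 11 and 112 have only a bound in one age group. With the slide as a block, 593 mRNA probes were higher and 1104 lower, and 1422 of the 2282 probes called without the block were called again. With the GAPDH control ratio as a covariate, 540 were higher and 532 lower, a share of 49.6% lower, and 591 of these probes were also called without it.

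Among mRNA probes whose age groups did not overlap, by fitted log2 fold change, the 5 largest increases were at Klk1b16, Klk1b8, Wfdc21, Vgll2 and Chil3 and the 5 largest decreases at Iglon5, Cenpu, Rspo2, Timm50 and Skint7. Rspo2 was well above background on 4 of the 5 arrays of aged hearts, with a log2 fold change of -4.46 (standard error 0.28).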

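The supplementary lists hold 99 lncRNA probes, 29 upregulated and 70 downregulated, and 118 mRNA probes, 45 upregulated and 73 downregulated. The lncRNA list states the probe names, and each of the 99 probes was called in the listed direction by limma from the scanner intensities. The mRNA list states no probe names. Each entry was therefore identified as the only probe whose Student t-test p-value and fold change in the authors' log2 table equalled those listed, so that the direction of these 118 probes is given by the way they were found. For the 73 downregulated entries the probe found was the one that a further sheet of the file states for the same sequence, whereas the 45 upregulated entries rest on this identification alone. All 118 were called by limma. Log2 fold changes of the listed mRNA probes ranged from 2.25 to 4.53 (median 2.66) for upregulated and from -5.30 to -2.22 (median -2.53) for downregulated probes, and the highest adjusted p was 0.0259. Across these probes, which are not independent replicates and were found through the listed p-values, the limma p-values and the paper's p-values had a rank correlation of 0.994, with medians of 4.18e-07 and, for the paper's values, 3.56e-05. Where probe names are stated, at the 99 lncRNA probes and 690 downregulated mRNA probes, a Student t-test on the authors' log2 table returned the paper's p-value and fold change at every probe, within a tolerance of 0.002 on log scales. In the paper's own tables the FDR lay above the limit of the methods at 1 listed lncRNA probe, 3 listed mRNA probes and 21 of the 690.

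Probe sequences differed by direction. CCCTGCCC occurred in 7 of the 73 downregulated (9.59%) and none of the 45 upregulated mRNA probes (Fisher's exact test, two-sided, p = 0.043), and in 16 of the 70 downregulated and none of the 29 upregulated lncRNA probes. Conversely, 8 of the 45 upregulated mRNA probes (17.8%) and none of the 73 downregulated ones began with CTCCC or TCTCCC (Fisher's exact test, two-sided, p = 0.000295), a comparison made after the sequences had been seen. CCCTGCCC had likewise been noticed in these listed sequences before it was tested, so neither p-value is an independent test of its motif. Both p-values treat the probes as independent, and the lists were chosen on the same hearts.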

The top 100 differentially expressed lncRNAs and mRNAs are listed in extended Tables S1 and S2, respectively.

**Figure 3:**
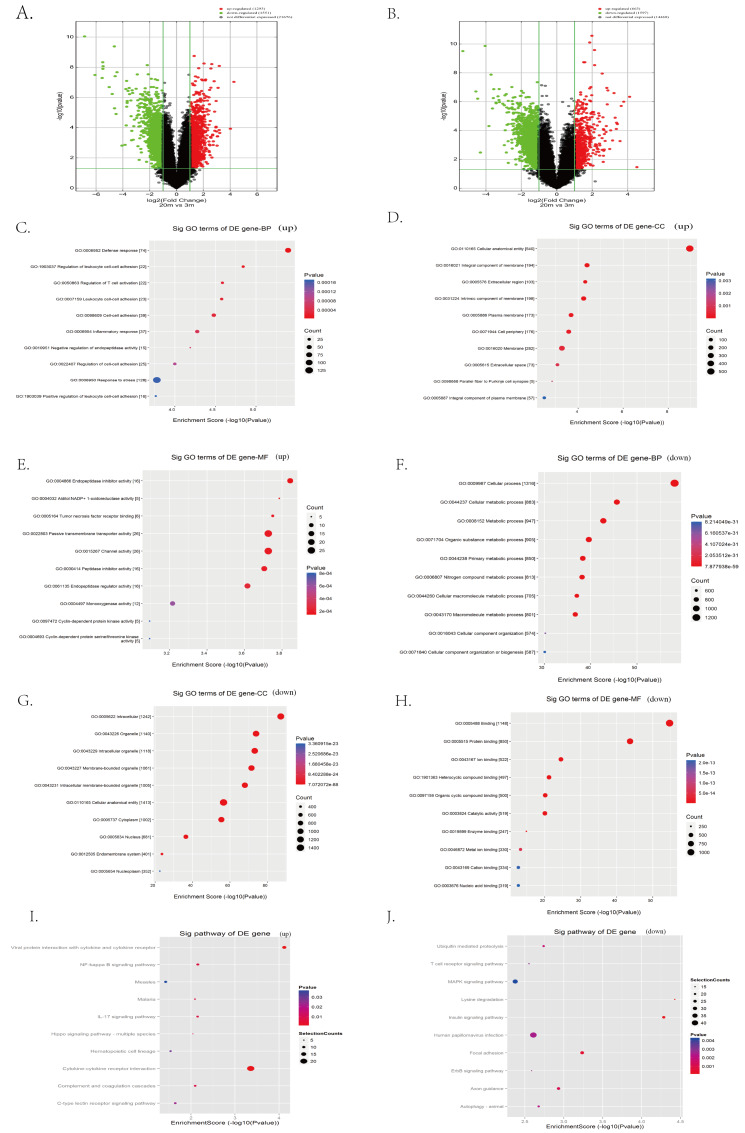
Identification of candidate lncRNAs and mRNAs associated with heart aging in mice. (A–B) RNA sequencing analysis of aged and young mouse hearts. Volcano plots of lncRNAs (A) and mRNAs (B) were analyzed in aged and young mouse hearts. Red indicates up-regulated mRNAs or lncRNAs, green indicates down-regulated mRNAs or lncRNAs, and black indicates unregulated mRNAs or lncRNAs. (C–H) Enrichment analysis of differentially expressed mRNAs in aged and young mouse hearts. (I–J) KEGG pathway analysis of differentially expressed mRNAs in aged and young mouse hearts.

To further explore the biological significance of these transcriptional changes, we performed GO and KEGG enrichment analyses on the differentially expressed mRNAs. GO analysis indicated the upregulated mRNAs were significantly enriched in biological processes such as defense response, stress response, leukocyte cell–cell adhesion, inflammatory response, and negative regulation of endopeptidase activity (Fig. 3C). 

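Gene names were at hand only for the probes listed in the supplementary tables, so no enrichment was computed over all called probes, and the members of gene lists among the 118 listed mRNA probes are given without a test. These lists were written by hand, as no GO or KEGG annotation was at hand, and may differ from the sets used in the paper. From the list of endopeptidase inhibitors, 4 genes were upregulated and none downregulated. Serpina3n, on chromosome 12 from 104406729 to 104414329, rose from 11.08 ± 0.33 (SD, n = 5) to 13.67 ± 0.51 (SD, n = 5) on the log2 scale, a log2 fold change of 2.60 (standard error 0.25, adjusted p = 2.57e-05 from limma). Serpina3i and Serpina3b rose by 2.40 and 2.29. The genes of the Serpina3 cluster are close paralogs, so that signal shared between these probes cannot be excluded, and the Serpina3i probe holds the sequence CCTGCC. Wfdc21 was the fourth. From the list for leukocyte adhesion and T cell activation, Prkcq and S100a8 were upregulated, whereas Sash3 and Tnfrsf4 were downregulated. From the list for complement and coagulation, Vsig4 was upregulated from 4.11 ± 0.78 to 6.36 ± 0.70 (SD, n = 5 each), with an adjusted p of 0.00113 from limma. Of the 690 downregulated mRNA probes of the further sheet, Vtn was on the complement and coagulation list and Cd28, Sash3 and Tnfrsf4 on the adhesion and T cell list.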

Regarding cellular components, upregulated mRNA was primarily associated with membranes, extracellular matrix, and cell surface structures (Fig. 3D). Enriched molecular functions included passive transmembrane transporter activity, channel activity, endopeptidase regulatory activity, and cyclin-dependent protease activity (Fig. 3E).

In contrast, downregulated mRNAs were predominantly enriched in biological processes related to cellular metabolic processes, cellular organization, and general cellular function (Fig. 3F). 

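The second sheet of the Extended Table S2 file names downregulated mRNA probes, and the copy used here holds 690 of its 1593 probes. All 690 were called lower in aged hearts by limma, with log2 fold changes from -5.30 to -1.35 and a median of -1.63. None of them belonged to the lists of oxidative phosphorylation genes or cytosolic ribosomal proteins, and 2 belonged to the collagens (Col15a1 and Col4a2). As the sheet is held only in part, no enrichment was tested on it.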

Cellular component enrichment highlighted structures such as organelles, cytoplasm, and intercellular junctions (Fig. 3G), whereas molecular function enrichment included catalytic activity and structural molecule activity (Fig. 3H).

KEGG pathway analysis further revealed that upregulated mRNAs were significantly involved in the inflammation- and stress-related signaling pathways, including NF*κ*B signaling, IL-17 signaling, Hippo signaling, cytokine receptor interactions, and C-type lectin receptor signaling pathways (Fig. 3I). Conversely, pathways associated with the downregulated mRNAs in aged hearts encompassed key aging-related pathways such as mitogen-activated protein kinase (MAPK) signaling, ubiquitin-mediated proteolysis, ErbB signaling, insulin signaling, and autophagy (Fig. 3J).

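Among the 118 listed mRNA probes, the list of cytokines, chemokines and their receptors had 4 upregulated members, Ccl8, Cxcl13, Cxcr2 and Il3ra, and 2 downregulated members, Tnfrsf4 and Tnfsf10. Ccl8 (chromosome 11, 82115185 to 82116799) rose from 9.39 ± 0.38 to 12.38 ± 1.42 on the log2 scale (SD, n = 5 each, adjusted p = 0.00136 from limma). Cxcr2 (chromosome 1, 74153991 to 74161246) rose from 6.65 ± 0.84 to 9.34 ± 0.36 (SD, n = 5 each), with an adjusted p of 0.000178. Il3ra (chromosome 14, 14346275 to 14355490) rose from 3.69 ± 0.86 to 7.06 ± 0.25 (SD, n = 5 each), with an adjusted p of 3.81e-05, and was well above background on 4 of the 5 arrays of young hearts. At each of these 3 genes every aged heart lay above every young heart. From the lists for NF-kB and IL-17 signaling, 1 gene each was among the 45 upregulated and none among the 73 downregulated probes. For NF-kB this was Prkcq, with a log2 fold change of 2.36 (standard error 0.22), and for IL-17 it was S100a8, with 2.72 (standard error 0.33), which was well above background on 1 of the 5 arrays of young hearts. No member of the Hippo signaling list was among the 45 upregulated probes, and Vgll4 was among the 73 downregulated. The 690 downregulated probes of the further sheet held 5 genes of the cytokine list (Cxcl9, Ifngr2, Tnfrsf21, Tnfrsf4 and Tnfsf10), Gsk3b and Mmp13 of the IL-17 list, and Csnk1e, Fjx1 and Vgll4 of the Hippo list. No further sheet of upregulated mRNA probes was used, so these counts do not weigh the directions against each other.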

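Of the 690 downregulated probes that could be named, 11 probes of 10 genes were on the list for ubiquitin-mediated proteolysis (Anapc1, Cblb, Cul3, Fbxw22, Herc4, Herc6, Ube2c, Ube2k, Ube2q2 and Ube3c). Their log2 fold changes lay between -2.45 at Ube2q2 and -1.44 at Cul3. Herc4, with 2 probes, had log2 fold changes of -2.45 and -1.61, with 3 and 4 of the 5 aged hearts well above background. Fbxw22 was not well above background on any array of aged hearts and was at least 2.18-fold lower there. The MAPK list had 4 members (Hras, Map2k7, Map3k2 and Mapk6), the ErbB list 5 (Camk2d, Cblb, Gsk3b, Hras and Map2k7) and the insulin list 5 (Cblb, Gsk3b, Hras, Ppp1cb and Slc2a4). Hras, shared by these 3 lists, fell from 7.77 ± 0.26 to 6.25 ± 0.12 on the log2 scale (SD, n = 5 each, adjusted p = 4.86e-05 from limma). Map3k2 was well above background on 1 of the 5 arrays of aged hearts. The insulin-regulated glucose transporter gene Slc2a4 fell from 9.25 ± 0.35 to 7.61 ± 0.58 (SD, n = 5 each), with an adjusted p of 0.000861. Its lowest signal in aged hearts (6.67) and in young hearts (8.90) was on the array with the highest GAPDH control ratio (3.07 and 2.17). Hras was highest on that aged array (6.44). With this ratio as a covariate, values are at hand only for Ube2q2 (-1.98) and for the Herc4 probe with -2.45 (-1.32), on the log2 scale. No member of the autophagy list was among the 690 probes, and Ulk1, whose probe begins with TCTCCC, was among the upregulated probes of Extended Table S2. As the list was written by hand and the sheet is held only in part, this absence does not weigh against the paper's autophagy result.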

### PPI network reveals sparse connectivity among aging associated DEGs

Protein–protein interaction (PPI) analysis of the top 100 DEGs mRNA from aged mouse hearts revealed a sparsely connected network. Using the STRING database with a medium confidence threshold (score >0.4), we identified 100 nodes and only 29 edges, resulting in an average node degree of 0.58 (Fig. 4). This indicates that most genes have few or no direct interactions with each other, and that the DEGs do not form a cohesive or densely interconnected network.

**Figure 4:**
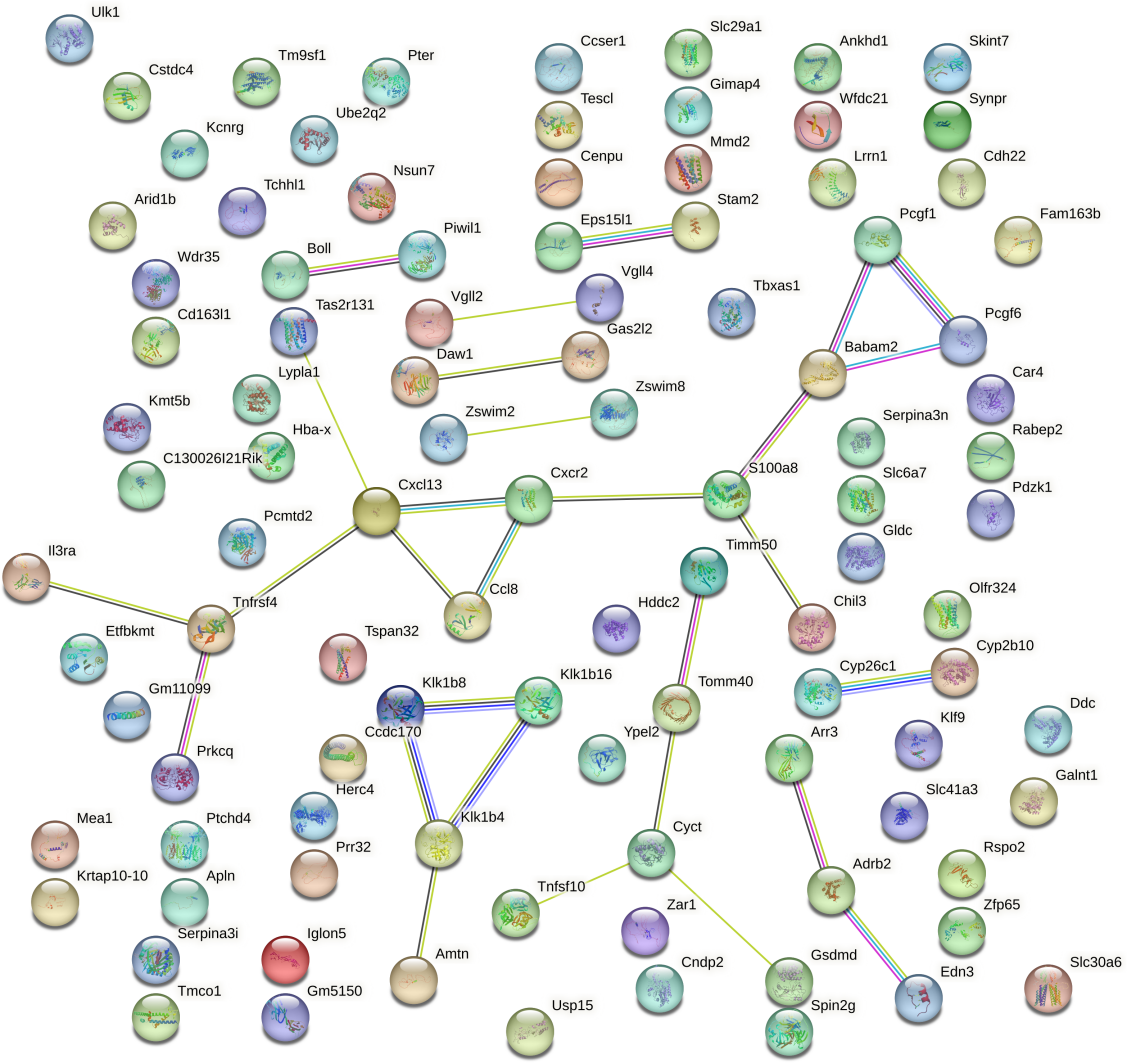
Protein–protein interaction network of the top 100 DEGs generated using STRING. The protein–protein interaction (PPI) network of the top 100 differentially expressed genes (DEGs) in aged mouse hearts constructed using the STRING database (confidence score >0.4). The network contains 100 nodes and 29 edges, with an average node degree of 0.58. Most nodes are sparsely connected, and many remain isolated, indicating low functional connectivity among the DEGs. Node size and color are proportional to the number of interactions (degree). No significant pathway enrichment was detected.

Furthermore, no statistically significant enrichment was detected for GO terms or KEGG pathways, suggesting that these DEGs are not confined to a specific biological process or molecular pathway.

This lack of connectivity reflects the functionally heterogeneous nature of gene expression changes during cardiac aging. Rather than being organized into a central signaling hub, the transcriptomic alterations appear to be distributed across a diverse range of biological processes. Consistent with this, our functional annotation of the top 20 DEGs (Extended Table S3) revealed involvement in immune regulation (Cxcl13, Il3ra, Chil3), mitochondrial function (Timm50), transcriptional control (Vgll2, Zfp65), cell adhesion (Iglon5), protease activity (Klk1b16, Wfdc21), and cell cycle regulation (Cenpu).

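All 20 genes of Extended Table S3 were called here, and by estimated size of the log2 fold change they were the first 20 of the 2282 called mRNA probes, 8 of them higher and 12 lower in aged hearts. Iglon5 (chromosome 7, 43472904 to 43490075) fell from 14.64 ± 0.28 to 9.35 ± 0.15 on the log2 scale (SD, n = 5 each), a log2 fold change of -5.30 (standard error 0.17, adjusted p = 2.28e-09 from limma). With each array left out in turn it stayed between -5.39 and -5.24. Cenpu (chromosome 8, 46552028 to 46580007) fell from 9.04 ± 0.56 to 4.47 ± 0.28 (SD, n = 5 each), and Timm50 (chromosome 7, 28305516 to 28312072) from 15.79 ± 0.19 to 11.77 ± 0.11 (SD, n = 5 each), with adjusted p-values of 6.67e-07 and 6.87e-09. The probe of Iglon5 holds the sequence CCCTGCCC, and those of Cenpu and Timm50 hold CCTGCC. Klk1b16 (chromosome 7, 44136767 to 44141610) rose from 5.50 ± 0.47 to 9.62 ± 0.42 (SD, n = 5 each, adjusted p = 1.12e-06). Klk1b8, a paralog in the same cluster whose transcripts its probe may share, rose by 3.79. Chil3 and Vgll2 rose by 3.46 and 3.57 and were well above background on 1 and 4 of the 5 arrays of young hearts. Zfp65 is not in Extended Table S3 and was 49th by size, with a log2 fold change of 2.74 (standard error 0.41), measured with a probe that begins with CTCCC. Prr32 was not well above background on any array of young hearts and was at least 7.48-fold higher in aged hearts, so its place holds for the fitted value only. Synpr had a log2 fold change of -4.34 and was well above background on 1 of the 5 arrays of aged hearts, and its age groups overlapped (exact permutation test, two-sided, p = 0.0159). Apart from Cxcl13 and Synpr, the age groups did not overlap at any gene in the plot of named genes.

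**Figure D2:**
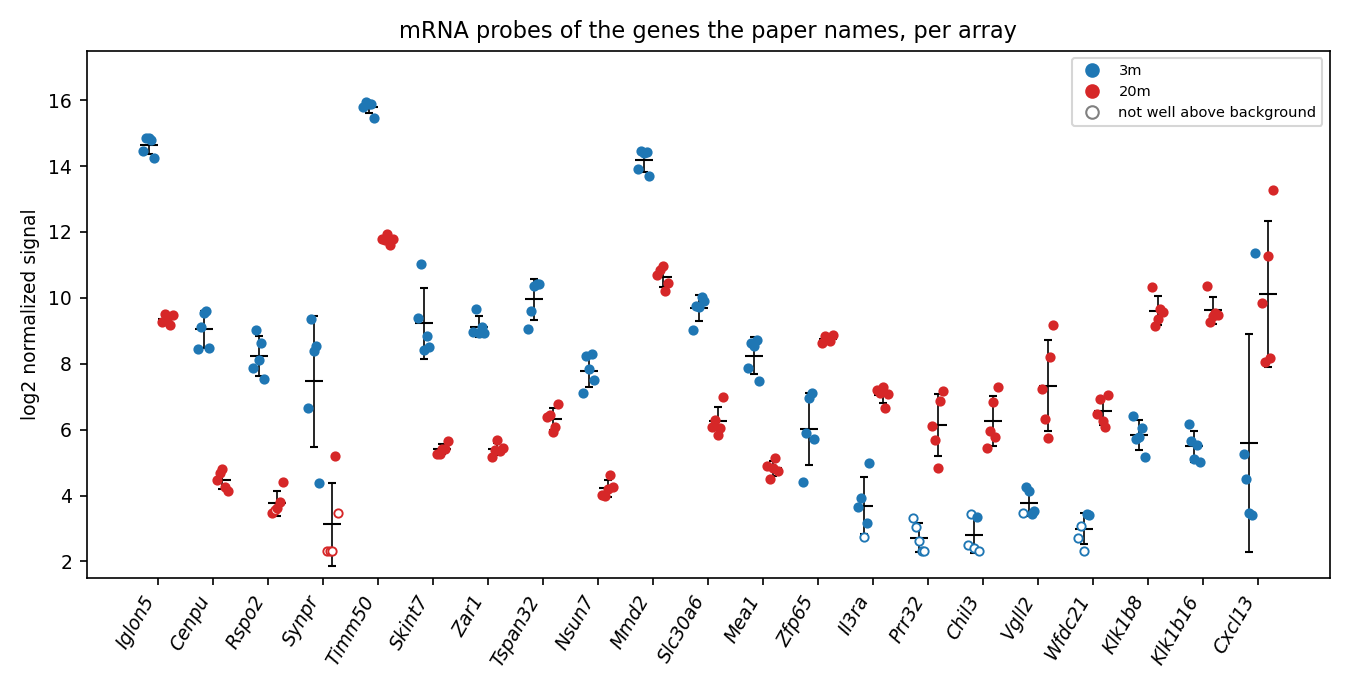
Log2 normalized signal of the mRNA probes of 21 genes named in the paper, from the largest decrease to the largest increase with age. Each point is 1 array, open where the spot was not well above background, and bars give the mean and SD of the 5 arrays of each age group. Values of Iglon5 lie near 14.64 in young and 9.35 in aged hearts, and those of Cxcl13 spread over the widest range in both groups.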

Notably, several of these gene are closely related to inflammaging, a hallmark of aging characterized by chronic low-grade inflammation (Ramos et al., 2025). Specifically, Cxcl13 (a chemokine mediating B-cell chemoattraction), Skint7 (T-cell selection), Tspan32 (immune cell surface signaling), Wfdc21 (a WAP-domain protease inhibitor), and Mmd2 (monocyte-to-macrophage differentiation) were identified as inflammaging-associated DEGs. These findings underscore the contribution of immune remodeling and persistent inflammation to the transcriptome landscape of the aging heart.

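Of these 5 genes, Cxcl13 and Wfdc21 were higher and Skint7, Tspan32 and Mmd2 lower in aged hearts. Cxcl13 (chromosome 5, 95956951 to 95961068, plus strand) had a log2 value of 5.59 ± 3.31 (SD, n = 5) in young hearts and 10.12 ± 2.21 (SD, n = 5) in aged hearts. The log2 fold change was 4.53 (standard error 1.41, adjusted p = 0.0259 from limma), and the paper's table gives an FDR of 0.0885. The age groups overlapped, because 4 young hearts lay between 3.42 and 5.25 and replicate 5 of the 3m group at 11.35, whereas aged hearts ranged from 8.05 to 13.28 (exact permutation test, two-sided, p = 0.0476). With the slide as a block the log2 fold change was 4.04 and no longer past the limit (adjusted p = 0.103 from limma, and 0.00092 to 0.103 over all alternatives set before the data were examined). With each array left out in turn it ranged from 3.73 without replicate 5 of the 20m group to 5.97 without replicate 5 of the 3m group, and remained called in 4 of the 10 cases. Wfdc21 (chromosome 11, 83746940 to 83752642) rose from 2.99 ± 0.47 to 6.57 ± 0.42 (SD, n = 5 each, adjusted p = 2.30e-06) and was well above background on 2 of the 5 arrays of young hearts. Skint7 fell from 9.24 ± 1.08 to 5.40 ± 0.15, Tspan32 from 9.96 ± 0.62 to 6.32 ± 0.34 and Mmd2 from 14.18 ± 0.34 to 10.63 ± 0.31 (SD, n = 5 each), with adjusted p-values from limma of 5.15e-05, 4.03e-06 and 7.57e-07. At these 4 genes the age groups did not overlap, and the Mmd2 probe holds the sequence CCCTGCCC. From the annotation of these genes, the paper concludes that immune remodeling and persistent inflammation contribute to the transcriptome of the aging heart.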

## Discussion

*Aging* is a complex biological process influenced by multiple factors, including genetic predisposition, environmental exposures, and lifestyle behaviors. It is characterized by a gradual decline in physiological and functional capacities, leading to increased susceptibility to various diseases and ultimately death. Cardiovascular disease (CVD) is one of the most prominent aging-related conditions, with its incidence rising steadily with advancing age, regardless of gender. Recent data indicate that the overall crude incidence of CVD in 2020 was 29.01% higher compared to 2010 (Tsao et al., 2023). Given the rapid global increase in the elderly population, understanding, and addressing cardiac aging represents a critical challenge for contemporary healthcare systems worldwide.

Our study demonstrated structural and functional characteristics of cardiac aging in mice, consistent with previous finding (Lakatta & Levy, 2003; Spencer et al., 2004). Structurally, aged hearts exhibited higher HW/BW and HW/TL ratios, thickened IVSd and LVPWd dimensions. Functionally, although conventional indices of resting systolic function, such as EF and FS, were preserved, we observed a significantly elevated Tei index in aged hearts (Fig. 1). This finding suggests the presence of subclinical cardiac dysfunction, aligning closely with clinical observations in older adults who typically exhibit subtle systolic and diastolic impairments even prior to overt EF decline (Vasan et al., 2018). Furthermore, aging-related reductions in cardiac functional reserve capacity—a hallmark of cardiac aging—reflect the heart’s increased vulnerability to stress (Chiao & Rabinovitch, 2015), contributing to reduced exercise tolerance observed in elderly populations (Pandey et al., 2020). Such physiological changes are particularly relevant to heart failure with preserved ejection fraction (HFpEF), a predominant cardiovascular condition in the elderly individuals (Upadhya et al., 2017). Histological analysis further confirmed significant myocardial remodeling, including increased cardiomyocyte hypertrophy, apoptosis, fibrosis, and enhanced senescence-associated *β*-galactosidase activity (Fig. 2). Together, these structural and functional alterations highlight critical early markers and potential intervention targets in age-related cardiac dysfunction.

Next, our transcriptomic analysis identified numerous differentially expressed lncRNAs and mRNAs in aged hearts, revealing distinct biological functions and pathway implicated in cardiac aging. Interestingly, GO and KEGG analyses revealed distinct biological functions and signaling pathways associated with these transcriptomic shifts.

Upregulated mRNAs were significantly enriched for processes such as defense response, inflammatory response, leukocyte adhesion, and stress response (Fig. 3C), highlighting inflammation as a central theme. These findings align closely with the established concept of “inflammaging”, a chronic, low-grade inflammatory state accompanying biological aging (Wang & Shah, 2015; Baylis et al., 2013).

PPI network analysis further supported these findings, suggesting that cardiac aging involves a multidimensional and cell-type diverse transcriptomic shift, affecting numerous interconnected biological pathways rather than a single unifying mechanism (Fig. 4). Indeed, cardiac aging is increasingly recognized as a coordinated phenomenon involving multiple cell types. It is driven by complex crosstalk among metabolic, inflammatory, and epigenetic regulatory pathways (Chen, Lee & Garbern, 2022). Within this landscape, immune cells exert paradoxical effects: on one hand, macrophages and T cells help maintain cardiac homeostasis by removing senescent cardiomyocytes (Song, An & Zou, 2020); on the other hand, during chronic inflammatory conditions, immune cells secrete pro-inflammatory and pro-fibrotic factors (*e.g.*, MMP9, TNF-*α*), exacerbating cardiomyocyte hypertrophy and fibrosis, thus accelerating cardiac aging (Horckmans et al., 2017).

Macrophages, in particular, have been highlighted as critical mediators of cardiac inflammaging. Age-associated alterations in macrophage function, including impaired phagocytic activity (Khare, Sodhi & Singh, 1996) and elevated secretion of immunosuppressive prostaglandin E2 (Beharka et al., 1997), collectively contribute to immune dysfunction and increase vulnerability to cardiovascular diseases (Mahbub, Deburghgraeve & Kovacs, 2012). Hulsmans et al. reported increased cardiac macrophage infiltration in both humans and mice with diastolic dysfunction, a common condition associated with aging and hypertension. In such states, macrophages secrete interleukin-10 (IL-10), activating fibroblasts, promoting collagen deposition, and consequently impairing myocardial relaxation and increasing myocardial stiffness. Importantly, targeted deletion of macrophage-derived IL-10 has been shown to ameliorate diastolic dysfunction (Hulsmans et al., 2018). These observations underscore cardiac macrophage expansion and their phenotypic alterations as potential therapeutic targets for mitigating cardiac fibrosis and associated diastolic dysfunction in aging hearts.

In contrast, down-regulated mRNAs revealed in aged hearts were involved primarily in fundamental cellular functions, such as metabolism, cellular organization, and maintenance of structural integrity (Fig. 3F). These changes reflect a generalized impairment in cellular and metabolic functions with aging, collectively impairing cardiomyocyte viability and overall cardiac performance.

LncRNAs, extensively identified in our analysis, represent another important layer in age-related cardiac remodeling. Recent studies have emphasized lncRNAs as critical regulators of inflammaging and potential therapeutic targets in cardiac aging. Mechanistically, lncRNAs influence the aging heart by regulating complex miRNA networks, inflammatory pathways such as NF-*κ*B and STAT3 signaling, and cellular senescence genes like p53 and p21, as systematically summarized previously (*e.g.*, H19, Meg3, MALAT1) (Varghese, Schwenke & Katare, 2023). However, despite these insights, many functions, and regulatory mechanisms of lncRNAs remain poorly defined. The candidate lncRNAs identified in our study thus represent valuable targets for future mechanistic exploration. Collectively, further characterization of these lncRNAs may uncover novel therapeutic strategies to mitigate cardiac aging and enhance cardiovascular health in aging populations.

Our results significantly expand current knowledge by identifying novel candidate lncRNAs and mRNAs potentially involved in cardiac aging. Nevertheless, this study has several limitations.

First, the descriptive nature of our analysis necessitates further mechanistic validation through functional experiments to confirm the roles of identified genes in age-associated cardiac dysfunction.

Second, the study was conducted exclusively on male mice to minimize hormonal variability. However, this limits the generalizability of our finding, especially considering increasing recognition of sex-based differences in aging and cardiovascular biology. Future studies incorporating both sexes are crucial to validate these observations and to uncover potential sex-specific regulatory mechanisms.

Third, we did not perform independent experimental validation using RT-qPCR or protein-level assays. While microarray analysis provides broad transcriptome coverage and robust comparative expression data, it lacks the quantitative precision of orthogonal methods. Additional validation using RT-qPCR or Western blotting would improve the reliability of our results.

Fourth, microarray technology itself has inherent limitations, including its inability to detect novel transcripts, limited sensitivity to low-abundance RNAs, and reliance on pre-designed probe sets. These constraints may prevent the detection of unannotated or low-expressed regulatory lncRNAs relevant to cardiac aging.

Fifth, the current analysis remains descriptive in nature and does not include network-level bioinformatics approaches such as competing endogenous RNA (ceRNA) network construction or weighted gene co-expression network analysis (WGCNA). Such analyses could reveal regulatory modules and key molecular hubs, particularly for lncRNAs implicated in inflammaging. The candidate lncRNAs identified in our dataset therefore represent promising targets for future mechanistic and network-level studies.

Lastly, a longitudinal, time-course study incorporating intermediate stages of aging could provide more dynamic insights into transcriptomic shifts across the aging continuum. Although these approaches were beyond the scope of the current study due to resource constraints, future research integrating temporal sampling, sex-based comparisons, network-level modeling, and experimental validation will be critical for delineating the molecular architecture of cardiac aging and for identifying therapeutic targets.

Despite the limitations, this study possesses several notable strengths. First, we employed a well-characterized natural aging mouse model, which closely reflects physiological cardiac aging in humans, avoiding the confounding effects of disease- or stress-induced models. We integrated multilevel phenotyping, including echocardiographic assessment, histological staining, and transcriptome profiling, to comprehensively capture structural, functional, and molecular alterations associated with cardiac aging.

Second, to our knowledge, this is among the few studies that simultaneously analyzed lncRNA and mRNA expression in naturally aging hearts using a lncRNA-specific microarray platform. Our systematic annotation of differentially expressed genes—including enrichment of inflammation-related pathways and immune modulators—provides novel insights into the inflammaging hypothesis and supports the emerging role of immune–epigenetic interactions in cardiac aging.

Third, we publicly deposited the full dataset in the Gene Expression Omnibus (GSE256034), and applied validated analytical pipelines using limma and clusterProfiler, ensuring transparency, reproducibility, and broad utility for future hypothesis generation and validation efforts.

Taken together, these features highlight the originality, technical rigor, and translational relevance of our work, while laying a valuable foundation for future studies aimed at understanding and intervening in the molecular mechanisms of cardiac aging.

## Conclusion

Age-associated lncRNAs and mRNAs were identified by studying naturally aging mice’s cardiac phenotype. Potential molecular-based diagnostic and therapeutic applications of these lncRNAs and mRNAs could be explored.

## Protocol Registration

No formal protocol registration was performed prior to the start of this study. However, a detailed internal study plan outlining the research question, experimental design, and analysis strategy was prepared in advance and approved by the Animal Ethics Committee of Zhongshan Hospital, Fudan University (Approval No. 2021-20). As this was an exploratory, non-interventional study involving comparison of age-related differences in mice, and protocol registration is not mandated for such preclinical studies, no external registration was conducted.

##  Supplemental Information

10.7717/peerj.20433/supp-1 Supplemental Information 1 Cardiac ultrasound measurements of mouse hearts

10.7717/peerj.20433/supp-2 Supplemental Information 2 Top 100 differentially expressed lncRNAs in mice hearts (20 m *vs.* 3 m)

10.7717/peerj.20433/supp-3 Supplemental Information 3 Top 100 differentially expressed mRNAs in mice hearts (20 m *vs*. 3 m)

10.7717/peerj.20433/supp-4 Supplemental Information 4 Top 20 DEG mRNAs Functional Annotation

10.7717/peerj.20433/supp-5 Supplemental Information 5 ARRIVE 2.0 checklist

10.7717/peerj.20433/supp-6 Supplemental Information 6 Raw data

## Abbreviation

lncRNA: long non-coding RNAs
HE: hematoxylin-eosin
IVSs: interventricular septum in systole
LVPWd: left ventricular posterior wall in diastole
ncRNAs: non-coding RNAs
miRNAs: microRNAs
SPF: specific pathogen-free
HR: heart rate
IVSd: interventricular septum in diastole
LVIDs: left ventricular internal diimension in systole
LVIDd: left ventricular internal diimension in diastole
LVPWs: left ventricular posterior wall in systole
LVEF: rejection fraction
FS: fractional shortening
MPI or Tei index: myocardial performance index
IVRT: isovolumic relaxation time
IVCT: isovolumetric contraction time
ET: ejection time
PFA: paraformaldehyde
TUNEL: terminal deoxynucleotide transferase dUTP nick end labeling
FPKM: fragments per kilobase of exon model per million
DEGs: differential expression genes
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
PPI: protein–protein interaction
HW/BW: heart weight/body weight ratio
HW/TL: heart weight/tibial length ratio
CVD: cardiovascular disease
HFpEF: heart failure with preserved ejection fraction
IL-10: interleukin-10
ceRNA: competing endogenous RNA
WGCNA: weighted gene co-expression network analysis

How the deposited data were processed for this re-analysis (not part of the article)

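Heart RNA of 5 mice aged 3 months and 5 mice aged 20 months was measured on 10 one-colour arrays, with 1 array per mouse. The assignment of arrays to age groups and replicates followed the sample labels, and the group sizes are those of the paper. The authors deposited 2 kinds of values. The scanner files hold, per spot, the intensity that Agilent's Feature Extraction software gives after background subtraction, without normalization between arrays, together with median spot and background intensity and flags for outliers, saturation and signal above background. The version of the software in the file headers differs from that in the methods, and the labeling kit in the sample labels differs from that in the methods. The authors also deposited a table of log2 values, in which all arrays share the same distribution from the median upward and have a floor near 5 on the linear scale, as quantile normalization followed by a floor gives. The methods state ribosomal RNA removal, labeling of cRNA, background correction and quantile normalization.

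From the scanner intensities, control spots and 182 further probe names that are absent from the authors' table were left out, spots flagged as outliers were set to missing, and the remaining 60641 probes were quantile-normalized, set to a floor of 5 and log2-transformed. The floor is the smallest raw value in the supplementary tables. Probes well above background on at least 5 of the 10 arrays were kept. One linear model with the age group was fitted to the 41242 kept probes with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and p-values were adjusted by the Benjamini-Hochberg method within each class. A probe was called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, the limits of the methods. Fold changes are aged over young. For a probe not well above background on any array of an age group, only a bound is given. Single values were compared by exact permutation of the 252 assignments of 5 and 5 arrays. Tables and plots were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The model was tested on simulated data in which 200 of the 41242 probes were changed by known amounts between the age groups. It called 182 of them (91%) and 3 others, and a Student t-test with the same adjustment called 162 (81%) and 1 other. All simulated changes exceeded the fold limit, and noise was drawn for each probe alone, without variation shared between probes. These numbers check the code and do not give the error rates on the real arrays.

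Genes are named in the scanner files only by probe, so gene names, coordinates and probe sequences were taken from the paper's supplementary tables. Of these, Extended Table S1 lists 99 lncRNA probes and Extended Table S2 lists 118 mRNA probes, and 690 of the 1593 probes of a further sheet were at hand. Extended Table S2 gives no probe names, and its entries were identified by the listed p-value and fold change, each of which 1 probe of the array had in the authors' log2 table. Of the 118 entries, 73 could be compared with a stated probe through the sequence, and all 73 were the same. In the further sheet 6900 raw and 6900 normalized values equalled the scanner intensities and the authors' log2 values. The genes named in the text were fixed by rule before the data were examined. They are every gene named in the results section or in Extended Table S3, and per class and direction the 5 called probes with the largest log2 fold change whose age groups do not overlap. Members of the gene lists, which were written by hand beforehand without GO or KEGG annotation, are named in addition. H19, Meg3, Malat1, Trp53, Cdkn1a, Mmp9, Tnf and Il10, which the introduction and discussion name, had no probe in the tables used and were not analysed here. For the same reason tests of the 17 gene lists and 18 marker lists over all mRNA probes were not run. Echocardiography, histology and the protein interaction network were not analysed here.

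The alternatives fixed before the data were examined covered the scaling between arrays (75th percentile or median centring in place of quantile normalization, and the authors' log2 table), the floor, the detection filter, flagged spots, the test and its adjustment, the fold limit, the replicate number as a block, the slide as a block and each array left out in turn. Alternatives chosen after seeing the data were normexp background correction on median intensities, the control ratios as covariates (from means or medians over the control spots), the slide that holds both age groups alone, the array position as a block, and the authors' log2 table with a Student t-test. Arrays give no count depth. Their precision is limited by the number of arrays, and by the background for dim probes.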

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

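The test of the control ratios within 1 slide and both tests of the alien control probes were chosen after the result was seen. The tests for Cxcl13 and the test of the control ratio against the signal of the array were set beforehand.

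The log2 signal of 31 named probes, both mouse control ratios, the share of probes detected and the 75th percentile of signal gave 70 groups of 5 arrays that were tested for a single array far from the rest. This was so in 4 groups, where chance alone gives 3.5. Replicate 5 of the 3m group had a Cxcl13 log2 signal of 11.35, against 3.42 to 5.25 on the other young hearts. A wrong age label on that array is argued against by the other probes. With mRNA probes called without that array, it lay 23.6% of the way from the other young hearts to the aged hearts for lower probes and 25.1% for higher probes. The spot carries no outlier mark (0 marked), but each probe is spotted once, so a faulty spot stays open. More immune cells in that heart stay open as well. Of 6 other listed immune genes that rise with age, 3 (Cxcr2, Il3ra and S100a8) were highest on that array among the young hearts, where 1.2 are expected by chance (exact binomial test, one-sided, p = 0.0989), and 6 genes are too few to decide. A difference between individual mice was not tested. Without that array, the log2 fold change of Cxcl13 was 5.97.

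Replicate 1 of the 20m group had a Klk1b16 log2 signal of 10.35, against 9.28 to 9.53 on the other aged hearts, and its paralog Klk1b8 was also highest there, at 10.32. Replicate 2 of the 3m group had a Zar1 log2 signal of 9.67, against 8.94 to 9.10 on the other young hearts. The lncRNA listed under Dpp10 had a log2 signal of 3.32 on replicate 5 of the 20m group, against 2.32 to 2.55 on the other aged hearts, but it was not well above background on any of these arrays. None of these 3 values reached the other age group, and no explanation was tested for them.

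The control probes, which the paper does not report on, differed between the age groups. The log2 ratio of 3-end to 5-end signal was higher in aged hearts by 0.62 for mouse GAPDH and by 0.84 for mouse PGK1, in 5 of 5 aged hearts. The files name these probes with 3 and 5, which was read as the ends of the transcript. Of the rat and human pairs on the array, rat GAPDH differed with overlap (0.70, exact p = 0.0159), and rat PGK1 (exact p = 0.452) and human GAPDH (exact p = 0.246) did not differ beyond their spread. Human PGK1 was not compared, as its 5-end spots were mostly not well above background on the arrays of aged hearts. A difference between the slides is argued against, as both mouse pairs (2 of 2) kept the age groups apart within the slide that holds both, by 0.44 for GAPDH (exact permutation test, p = 0.0536, 3 against 5 arrays) and 0.68 for PGK1 (exact p = 0.0179). A lower signal of the arrays of aged hearts stays open. It needs a negative relation within age groups, and 10 arrays are too few to exclude one. The Pearson correlation of the 75th percentile of signal with the GAPDH ratio after removing group means was 0.434 (permutation p = 0.208, adjusted over 20 relations 0.26, Spearman's rho 0.588, permutation p = 0.151). Without the 2 arrays farthest from the median it was 0.031. Replicates 1 and 2 of the 3m group, with 75th percentiles of 136 and 129 in the range of the aged hearts, had the lowest GAPDH ratios, but they are on the other slide. Differences in RNA integrity or labeling, in supplier and in age stay open, as none of them can be separated from the age groups with these arrays.

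Among the 22 alien control probe names, which match no mouse transcript by design, E1A_r60_a107 was higher in aged hearts by 1.56 on the log2 scale, with signals of 29.2 to 63.5 in young and 104 to 172 in aged hearts. Whether a spike-in mix was added cannot be told apart from binding of other RNA, since 8 of the 22 were well above background on at least 5 arrays and the paper's text names no mix. A different amount of a mix between the age groups stays open. E1A_r60_a22 was also higher in aged hearts (0.69), without overlap. The 2 other E1A probes well above background on most arrays did not rise, with -0.38 at E1A_r60_a20 and 0.05 at E1A_r60_3, but their signals of 9.85 to 24.8 lay close to background. ERCC-00062_278 went the other way without overlap (-1.63), but it belongs to another set of controls. No biological explanation was tested.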

How the results depend on the processing

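The 10 alternatives named here as added were chosen after seeing the data. The 17 other alternatives for the numbers of called probes and the 10 settings with 1 array left out were fixed beforehand.

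No called probe was called in the other direction under any alternative. The direction of probes that lost their call was not counted. The numbers stayed within 1.5 times those reported under the alternatives fixed beforehand, at 886 to 1441 higher and 1246 to 1758 lower lncRNA probes and 491 to 726 higher and 1104 to 1809 lower mRNA probes, with these exceptions. Without the fold limit, 4040 and 3677 lncRNA probes and 2124 and 3695 mRNA probes passed, as the limit itself removes the rest. With probes well above background on all 10 arrays only, which leaves 33598 probes to test, 973 lncRNA probes were lower. The share of called mRNA probes that were lower was 68.0% after 75th percentile scaling and 75.6% after median centring, against 70.7%, and that of lncRNA probes 50.5% and 60.4%, against 55.0%. With the slide as a block, 1831 lncRNA and 1422 mRNA probes of the 2830 and 2282 remained called.

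With each array left out in turn, 1075 to 1501 lncRNA probes were higher and 1344 to 1787 lower, and 579 to 768 mRNA probes were higher and 1333 to 1856 lower. The lowest numbers came without replicate 2 of the 3m group or replicate 3 of the 20m group and the highest without replicate 4 of the 20m group. Detected probes ranged from 23797 to 24315 for lncRNAs and from 16340 to 16637 for mRNAs, and the difference in the share detected from -3.16 to -0.169 percentage points.

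Of the added alternatives, normexp correction of median intensities gave 381 higher and 363 lower lncRNA probes and 247 higher and 547 lower mRNA probes. The GAPDH control ratio as a covariate left 846 lower lncRNA and 532 lower mRNA probes. With medians in place of means over the control spots it left 875 and 540. The PGK1 control ratio left 478 higher and 659 lower lncRNA probes and 375 lower mRNA probes. These numbers depend on how the control spots are summarized, as medians left 262 and 347 lncRNA probes and 229 and 182 mRNA probes. The GAPDH ratio and slide together left 949 lower lncRNA and 607 lower mRNA probes. Normexp was run with an offset of 50, so its lower numbers cannot be assigned to the background correction alone. The cause was not tested for normexp. The ratios are correlated with age (0.784 for GAPDH and 0.917 for PGK1), so a model with age and a ratio has less of the age difference left to assign. On the 8 arrays of the slide with both age groups, 1073 mRNA probes were lower, with fewer arrays in the fit. The array position as a block and the authors' log2 table with a Student t-test stayed within 1.5 times.

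The replicate numbers do not pair the mice. Deviations from the group mean of mice with the same number had correlations across probes of 0.17, -0.09, 0.27, -0.03 and -0.36. With the replicate number as a block, 1284 lncRNA probes were higher and 1549 lower, and 669 and 1612 mRNA probes.

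Of the 31 named probes, 30 kept their call under every alternative fixed beforehand that tested them, and 10 were not tested when only probes well above background on all 10 arrays were kept. Cxcl13 lost it without the detection filter, with the Student t-test after adjustment, with the slide as a block and without 6 of the 10 arrays, 9 of 827 combinations of probe and alternative. Under the added GAPDH covariate Cxcl13, Synpr and Zfp65 lost the call, and under normexp Cxcl13 and 1700041M19Rik. Under the PGK1 covariate 9 probes lost it, also with medians. These were AK156111, Chil3, Cxcl13, Gm26870, Gm35548, Skint7, Synpr, Vgll2 and Zfp65. The difference between downregulated and upregulated listed mRNA probes holding the motif was 9.59 percentage points for CCCTGCCC, 10.96 for TCCCTGCC and 15.59 for CCTGCC.

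Not run were normexp on mean intensities, which the files used do not hold, and one probe per gene symbol and all gene list tests, which need gene names for every probe. Probes not well above background in an age group, 176 of the lower and 32 of the higher lncRNA calls, give no size beyond a bound.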

Differences from the paper's values

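The settings that combine the authors' log2 table with a Student t-test, unadjusted or adjusted, were chosen after seeing the values. The others were set before the data were examined.

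The paper gives 67236 detected lncRNA probes. Here 24522 were detected, of 38282 lncRNA probes on the array. None of the alternatives set before the data were examined gave a number within 1.5 times the paper's. The less strict mark of signal above background gave 31687, both marks together 24522, and leaving out 1 array 23797 to 24315. For mRNA probes the number detected here, 16720, equals the paper's.

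The numbers of called probes lay within 1.5 times the paper's in the setting reported. The paper's counts of 1293 upregulated and 1551 downregulated lncRNAs and 663 upregulated and 1597 downregulated mRNAs were reached exactly by the authors' log2 table with a Student t-test, an unadjusted p and the fold limit, a setting chosen after seeing the values. It differs from limma with an adjusted p, which the paper's methods state. After Benjamini-Hochberg adjustment the same t-test called 1051, 1434, 539 and 1498 in that order.

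The paper counts Zfp65 among the top 20 differentially expressed genes. By size of the log2 fold change it was 49th of 2282 called mRNA probes here, and the other genes the paper names in that place were within the first 20.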

Other observations

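The count of other splits, the test of called probes against the signal of the array and the test of the CCCTGCCC probes against the control ratio were set beforehand. The other tests in this part were chosen after the result was seen.

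Among 100 of the 126 possible splits of the 10 arrays into 5 and 5, only the split by age called as many lncRNA probes (1 of 100) and as many mRNA probes (1 of 100), so that chance can be excluded for both numbers. Age itself cannot be told apart from supplier. The first slide holds only young hearts, and the numbers with the slide as a block are given with the calls.

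Of the called mRNA probes 70.7% were lower in aged hearts. The normalization between arrays is argued against as the source, as the lowest share over the other scalings was 68.0%. So is a difference between the slides, since the share was 65.1% with the slide as a block and 65.8% on the slide with both age groups. With the GAPDH control ratio as a covariate the share was 49.6%, which is consistent with a contribution of the 3-end over 5-end signal of the RNA to the excess of lower calls. With the PGK1 ratio it was 44.1%. Whether that signal is the whole cause of the mRNA calls cannot be told apart here, because the number left depends on the control. With the GAPDH ratio 1072 mRNA probes were called, 591 of them among the 2282 called without it. With the PGK1 ratio 850 were called and 259 shared, and with medians over the control spots 411 and 182. A control measured with error leaves part of the signal in the model. Both ratios are correlated with age, so a change with age that moves both stays open as well.

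Within the age groups, after group means were removed, the mean level of the called probes followed the GAPDH control ratio. Pearson's r over 10 arrays was -0.977 for lower mRNA probes (permutation p = 0.000486, adjusted over 20 relations 0.00313, Spearman's rho -0.915, permutation p = 0.000208), 0.908 for higher mRNA probes, 0.959 for higher and -0.938 for lower lncRNA probes. For lower mRNA probes it was -0.963 without the 2 arrays farthest from the median and -0.970 on the slide with both age groups. The PGK1 ratio gave -0.687 for lower mRNA probes, with an adjusted permutation p of 0.083. Of the 41242 probes, 11405 followed the GAPDH ratio in the model with age. The overall signal of the array is argued against as the cause of this relation. Its 75th percentile had a weaker correlation with the lower mRNA probes, -0.444 (permutation p = 0.193, adjusted 0.258, rho -0.479, permutation p = 0.182), and -0.063 on the slide with both age groups. For higher mRNA and for higher and lower lncRNA probes it was 0.64, 0.555 and -0.396. With the 75th percentile removed, the correlation with the GAPDH ratio was still -0.971 for lower mRNA, 0.911 for higher mRNA, 0.958 for higher lncRNA and -0.926 for lower lncRNA probes. With the ratio removed, that with the 75th percentile was 0.651 for higher mRNA and 0.542 for higher lncRNA probes, so a contribution of the signal to the higher probes stays open. The arrays that lie farther in the direction of aged hearts are thus those with the higher ratio within each age group. The lowest ratios were at replicates 1 and 2 of the 3m group (1.71 and 1.70), the others there being 2.14 to 2.17. In the 20m group they were at replicates 4 and 5 (2.33 and 2.40), the others being 2.48 to 3.07. Both pairs sit at row 2, columns 3 and 4, and the 3m pair is on the first slide. Whether slide, array position, RNA integrity or the state of the hearts sets this order was not tested.

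The 7 downregulated mRNA probes of Extended Table S2 that hold CCCTGCCC varied together within age groups. The median correlation between them was 0.852, against 0.429 (-0.001 to 0.800) for other called-lower mRNA probes of similar brightness in young hearts (one-sided p = 0.0074 over 10000 draws). A candidate explanation is a labelled product that binds these probes through the shared sequence. The 3-end over 5-end signal is argued against as the cause. With the GAPDH ratio removed the median correlation between them was 0.893 (one-sided p = 0.0001 against matched probes treated alike), and with the PGK1 ratio removed 0.870 (p = 0.0073). The mean of these probes had a correlation of 0.18 with the GAPDH ratio (permutation p = 0.58, adjusted 0.611, rho 0.079, permutation p = 0.831, 0.34 without the 2 farthest arrays and 0.245 on the slide with both age groups) and of 0.399 with the PGK1 ratio (permutation p = 0.374, adjusted 0.416, rho 0.479, permutation p = 0.281, 0.111 without the 2 farthest arrays and 0.621 on the slide with both age groups). Regulation of these genes together with age stays open.

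The 8 upregulated mRNA probes that begin with CTCCC or TCTCCC (Ankhd1, Babam2, Gm11099, Slc22a29, Slc6a7, Tas2r131, Ulk1 and Zfp65) varied together as well, with a median correlation of 0.808 against 0.078 (-0.209 to 0.587) for other called-higher mRNA probes of similar brightness (one-sided p = 0.0011). The matched probes were brighter in young hearts, with a median of 8.2 against 7.21 on the log2 scale. Their mean and that of the 11 upregulated lncRNA probes of Extended Table S1 with the same start had a correlation of 0.986 within age groups (permutation p = 0.000625, adjusted 0.00313, rho 0.915, permutation p = 0.00667, 0.976 without the 2 farthest arrays and 0.979 on the slide with both age groups). A labelled product that binds the start of the probe may explain this. The 3-end over 5-end signal cannot be told apart here, because the correlation with the GAPDH ratio was 0.523 (permutation p = 0.104, adjusted 0.174, rho 0.588, permutation p = 0.141, 0.679 without the 2 farthest arrays and 0.269 on the slide with both age groups) and that with the PGK1 ratio 0.82 (adjusted p by permutation 0.083). The median correlation between the probes was 0.781 with the GAPDH ratio removed and fell to 0.62 with the PGK1 ratio removed. The 75th percentile of signal had a correlation of 0.769 with these probes (permutation p = 0.0658, adjusted 0.132, rho 0.83, permutation p = 0.0294, 0.708 on the slide with both age groups). With that percentile removed, the median correlation between the probes was 0.683, against 0.123 for matched probes (one-sided p = 0.0038). The overall signal is thus argued against as the whole cause, but a contribution of it stays open.

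The polyadenylation signal AATAAA occurred in 13 of the 45 upregulated (28.9%) and 7 of the 73 downregulated (9.59%) mRNA probes of Extended Table S2 (Fisher's exact test, p = 0.0105). This is in line with retention of signal near the 3 end in aged hearts. The upregulated probes were also lower in GC, with a mean of 42.8% against 49.8%, but the 5 other orders of the same bases differed less, with p from 0.104 to 1.0 by Fisher's exact test. In the lncRNA list the signal occurred in 5 of 70 downregulated and 0 of 29 upregulated probes, so the pattern was not seen there.

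Young hearts differed by slide. The 2 on the first slide against the 3 on the second gave 2002 called lncRNA and 1017 called mRNA probes by limma, and this was the only 1 of the 10 such splits of the young hearts with as many mRNA probes, the 9 others giving 0. With 1 split in 10 the smallest possible share is not small enough to decide, and the slide cannot be told apart from the mice on it. Among aged hearts, all on 1 slide, replicates 4 and 5 against the rest gave 699 lncRNA and 805 mRNA probes, and the 9 other splits 0. Both pairs sit at the same positions, row 2 and columns 3 and 4, of their slides. The position of the array stays open, as the correlation across probes between both contrasts, 0.182, ranked only 23 of 100 among all pairs of pairs. Across the 41242 probes the age difference had correlations of -0.361 and -0.351 with the contrast in young and in aged hearts. These share arrays with the age difference and carry no test.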
